# The Genome Sequence of the Eastern Woodchuck (*Marmota monax*) – A Preclinical Animal Model for Chronic Hepatitis B

**DOI:** 10.1534/g3.119.400413

**Published:** 2019-10-23

**Authors:** Tyler S. Alioto, Fernando Cruz, Jèssica Gómez-Garrido, Miriam Triyatni, Marta Gut, Leonor Frias, Anna Esteve-Codina, Stephan Menne, Anna Kiialainen, Nadine Kumpesa, Fabian Birzele, Roland Schmucki, Ivo G. Gut, Olivia Spleiss

**Keywords:** Eastern Woodchuck, *Marmota monax*, Chronic Hepatitis B, Hepatocellular Carcinoma, Immune Response, Whole Genome Sequencing, Genome Assembly

## Abstract

The Eastern woodchuck (*Marmota monax*) has been extensively used in research of chronic hepatitis B and liver cancer because its infection with the woodchuck hepatitis virus closely resembles a human hepatitis B virus infection. Development of novel immunotherapeutic approaches requires genetic information on immune pathway genes in this animal model. The woodchuck genome was assembled with a combination of high-coverage whole-genome shotgun sequencing of Illumina paired-end, mate-pair libraries and fosmid pool sequencing. The result is a 2.63 Gigabase (Gb) assembly with a contig N50 of 74.5 kilobases (kb), scaffold N50 of 892 kb, and genome completeness of 99.2%. RNA sequencing (RNA-seq) from seven different tissues aided in the annotation of 30,873 protein-coding genes, which in turn encode 41,826 unique protein products. More than 90% of the genes have been functionally annotated, with 82% of them containing open reading frames. This genome sequence and its annotation will enable further research in chronic hepatitis B and hepatocellular carcinoma and contribute to the understanding of immunological responses in the woodchuck.

Approximately 257 million people are chronically infected with hepatitis B virus (HBV) and are at an increased risk of developing cirrhosis and hepatocellular carcinoma (HCC). In 2015 alone, 887,000 people died from HBV-related liver diseases (2017 WHO Global hepatitis report (“WHO | Global hepatitis report, 2017”)).

The majority of individuals with chronic HBV (CHB) currently treated with standard of care (SOC) require long-term or lifelong treatment. SOC such as nucleos(t)ide analogs or interferon effectively suppress viral replication (HBV DNA) but do not eliminate HBV or cure the disease. At present, *functional cure* (defined as sustained, undetectable hepatitis B antigen (HBsAg) and HBV DNA in serum, with or without seroconversion to antibodies against HBsAg) is considered the transformational endpoint for novel HBV therapies (Lok *et al.* 2017). As CHB infection is commonly associated with profound impairment of HBV-specific immune responses, combination of antiviral and immune modulatory therapies will likely be needed to achieve HBV cure. Preclinical testing of new drug candidates in appropriate animal models are necessary for achieving this goal.

Woodchuck hepatitis virus (WHV) is similar to human HBV in its morphology, genome structure, and protein sequence homology. Moreover, WHV infection strongly resembles human HBV infection in terms of pathological and immunological features (Menne and Cote 2007). WHV infection and HBV infection in their respective hosts show age-dependent disease outcomes, including development of HCC. Experimental infection of newborn woodchucks with WHV almost invariably leads to chronic infection (similar to mother-to-child or vertical HBV transmission in humans), whereas animals infected at an older age generally develop acute hepatitis and clinically resolve. Chronic WHV infection in woodchucks usually leads to development of HCC within the first 2-4 years of life.

Thus, the woodchuck represents an attractive animal model to investigate the pathogenesis of HBV infection and virus-induced HCC as well as for testing anti-HBV drug candidates (Tennant *et al.* 2004; Menne and Cote 2007). Indeed, woodchucks have been used extensively over the past three decades in the preclinical evaluation of the efficacy and safety of antiviral compounds for HBV, the majority of which are direct-acting antivirals that target the viral polymerase (Tennant *et al.* 2004; Menne and Cote 2007; Roggendorf *et al.* 2015). New immunotherapies that target immune checkpoints or pathogen recognition receptors to modulate the deficient immune responses in CHB have also been investigated. Preclinical evaluation of agents that activate toll-like receptor 7 (TLR7) or inhibit the programmed cell death protein 1/programmed death-ligand 1 PD/PD-L1 pathway in WHV-infected woodchucks have demonstrated the potential benefits of immunotherapy for HBV cure (Menne *et al.* 2015; Balsitis *et al.* 2018).

However, to fully explore its potential as a preclinical model for testing new HBV drugs, in particular immunotherapy, a better understanding of the woodchuck genome is needed. Recently, cDNAs of the woodchuck immune checkpoint genes T-cell immunoglobulin and mucin-domain containing-3 (Tim-3) and Galectin-9 (LGALS9) have been sequenced and characterized (Liu *et al.* 2017), and the activation of TLRs has been tested (Suslov *et al.* 2018), but knowledge of the genomic sequence of these targets and associated pathways is still lacking.

In this study, we assembled and annotated the genome sequence of the Eastern woodchuck, the results and analysis of which we describe here, including a comparison of relevant gene families to those of humans and mice. This information will serve as the foundation for future research on immune responses and immunomodulation in the woodchuck model.

## Materials and Methods

### Sample Collection

A colony-born WHV-naïve adult female Eastern woodchuck (F6849) was used for genomic DNA isolation from blood and sequencing. Following euthanasia, venous blood was used for the construction of a fosmid library by Lucigen Corp. (Middleton, WI). For the construction of a genomic library, genomic DNA was isolated from blood using the DNeasy Blood and Tissue kit (Qiagen, Valencia, CA) following the manufacturer’s recommendations and eluted and stored in buffer AE of the kit (Table S1).

For transcriptome sequencing, liver, kidney, spleen, lung, and heart from this woodchuck, as well as from other adult WHV-negative woodchucks of both sexes (*i.e.*, F9150, F6852, M4046, M4075, and M4091) were collected (Table S2). Additional thymus and pancreas samples from F9150 were also collected. High molecular weight RNA (> 200bp) was extracted using the RNeasy Mini kit (Qiagen) according to manufacturer’s instructions. Residual genomic DNA was removed using the RNase free DNase set (Qiagen) during the extraction. RNA was quality controlled on Eukaryote total RNA Nano chips (Agilent Technologies). High quality RNA (RIN >7) was obtained for all samples.

### Whole Genome Sequencing

DNA quantity, purity and integrity was verified and aliquots were made for several different library construction protocols. First, three paired-end libraries (471, 589 and 692 bp fragment size) were prepared and sequenced on the Illumina HiSeq2500 platform. The standard Illumina protocol with minor modifications was followed for the creation of short-insert paired-end (PE) libraries (Illumina Inc., Cat. # PE-930-1001). In brief, 2.0 μg of genomic DNA was sheared on a Covaris E220, the fragmented DNA was end-repaired, adenylated and ligated to Illumina-specific PE adaptors. To obtain three PE libraries with approximate fragment sizes of 500 bp, 600 bp and 700 bp, the DNA with adaptor-modified ends was size-selected and purified using the E-gel agarose electrophoresis system (Invitrogen). The PE libraries were run on the HiSeq2500 in 2x150 rapid mode according to standard Illumina operation procedures. A total of 270 Gb of raw sequence (94x coverage) were produced. Primary data analysis was carried out with the standard Illumina pipeline (HCS 2.0.12.0, RTA 1.17.21.3).

Two mate pair (MP) libraries (4 and 7 kb fragment sizes) were constructed according to the Nextera MP preparation protocol, which leaves a linker of known sequence at the junction. Both libraries were sequenced on the HiSeq2000 platform in 2x101 mode, producing 612,944 million pairs (123.8 Gb) of raw sequence for the 4kb library and 518,357 million pairs (104.7 Gb) of raw sequence for the 7kb library.

Additionally, a fosmid library of 155,000 clones was constructed by Lucigen Corp. Ninety-six pools of approximately 1600 clones per pool were made, and the pools were sequenced on the HiSeq2500 in 2x150 rapid mode. Initial estimates indicated an *E. coli* contamination rate of ∼60%, but these reads were removed bioinformatically. In addition, two independent fosmid-end libraries (FE) were constructed by Lucigen and sequenced in two lanes of a HiSeq2000 (2x101), producing 90 Gb of sequence, albeit with a duplicate rate of 88% due to the low complexity of the library. The amount of sequence obtained for each library is summarized in Table 1.

**Table 1:** Output of Sequencing Libraries

library type	library name	insert size	yield mBases	Coverage	avg pct duplicate	avg phix error r1	avg phix error r2
WGS PE	523J_B	471	83996	29.3x	0.33	0.238	0.265
WGS PE	523J_C	589	78061	27.2x	0.27	0.238	0.265
WGS PE	523J_D	692	107291	37.4x	0.26	0.238	0.265
WGS MP	541J-1	3772	123816	43.1x	77.85	0.305	0.308
WGS MP	238L	6782	104709	36.5x	82.21	0.258	0.338
FE	Z047	34543	42194		88.67	0.265	0.280
FE	Z048	34542	47746		87.45	0.265	0.280
FP	pools 1-96*^a^*	333	10608	∼108x	0.86	0.268	0.397

a average values for the 96 fosmid pools.

### RNA Extraction and Sequencing

Sequencing libraries were prepared from either 100 ng or one µg of total RNA using the Illumina TruSeq RNA Sample preparation Kit v2 according to the manufacturer’s instructions. Sequencing libraries were quantified using the Kapa Library Quantification kit (Kapa Biosystems) and quality controlled by capillary electrophoresis on a Bioanalyzer using DNA 1000 chips (Agilent Technologies). Libraries were sequenced on a HiSeq2500 sequencer (Illumina) for 2 × 125 cycles using version 3 cluster generation kits and version 3 sequencing reagents (Illumina). The PhiX control library (Illumina) was spiked into each sample (at 1%) as a sequencing control.

### Genome Assembly

The assembly steps taken are described here and summarized in Figure 1.

**Figure 1:**
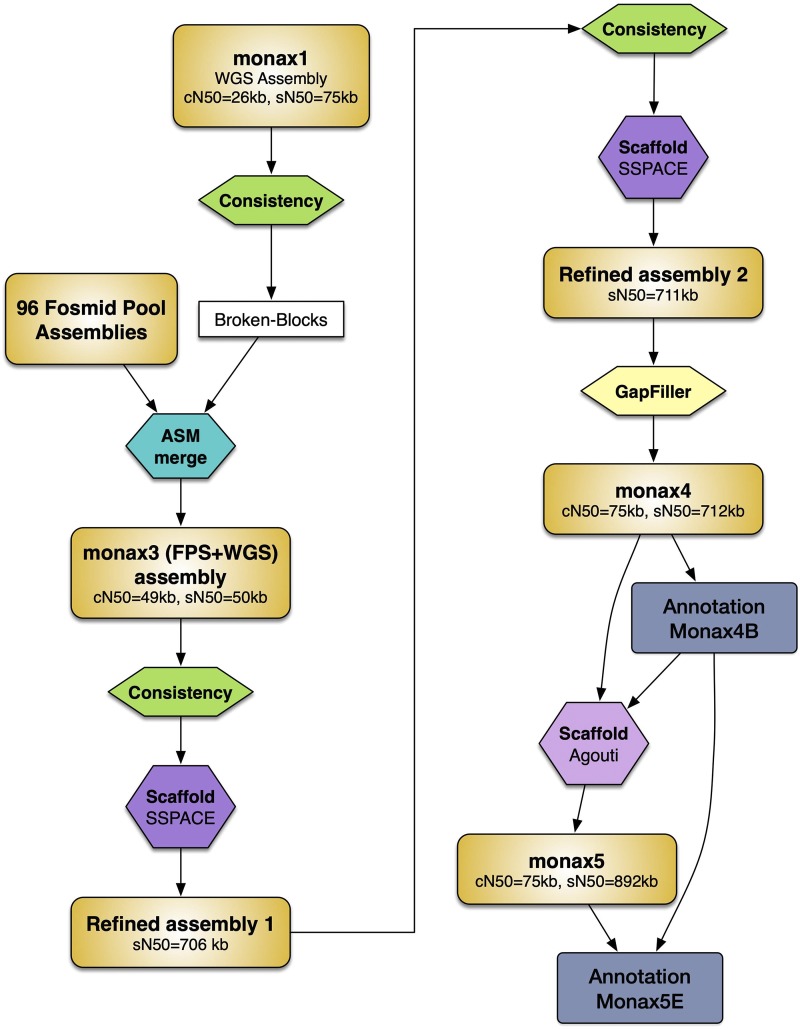
Overview of the assembly workflow. Main assemblies are shown as orange rectangles. Processing steps are shown as colored hexagons. The annotations are represented as blue rectangles.

Detection and trimming of Illumina adapter sequences and quality trimming was performed using Trim Galore (https://github.com/FelixKrueger/TrimGalore), which employs the tool *cutadapt* (Martin 2011). The linker sequence present in the MP sequences was also removed with *cutadapt*. Overlapping reads were merged using FLASH (Magoč and Salzberg 2011). Then, all reads were filtered by mapping with gem-mapper (Gemtools v1.6.1: http://gemtools.github.io/) (Marco-Sola *et al.* 2012) with up to 2% mismatches against a contamination database that included phiX, Univec sequences, *E. coli* and the *Marmota himalayana* mitochondrion (NC_018367.1).

To estimate the genome size, an analysis of k-mers present in the sequence reads of all three Illumina PE librarires was carried out using Jellyfish (Marçais and Kingsford 2011) to count k-mers of length 17. A peak k-mer depth was observed at 78-fold k-mer coverage (Fig. S1). A rough estimate of genome size can be made by dividing the total number of counted k-mers (229,897,091,537) by the k-mer coverage (78), which gives 2.95 Gb. Accounting for sequencing error, heterozygosity, and repetitive sequence using the program *gce* (Liu *et al.* 2013), we obtained a more accurate estimate of 2.87 Gb, while GenomeScope v1.0.0 (Vurture *et al.* 2017) estimated a genome size of 2.48 Gb (an underestimate due to filtering of high-copy k-mers) and heterozygosity of 0.24%.

The initial assembly of the three PE libraries using ABySS v1.5.2 (Simpson *et al.* 2009) (with parameters: -s 300 -S 300-5000 -n 8 -N 10 -k 95 -l 50 -aligner map -q 20) had a total length of 2.79 Gb and was characterized by contig and scaffold N50s of 26 kb and 74.5 kb, respectively. Only 0.55% of the assembly corresponded to gaps. This draft assembly (monax1) yielded enough contiguous sequence for estimation of library insert sizes. Mapping of all the sequencing libraries revealed distributions with central peaks close to the expected fragment sizes (Fig. S2).

Subsequently, we assembled each of the 96 fosmid pool (FP) libraries independently. After running some pilot assemblies with ABySS v1.5.7, we determined that the optimal parameters for assembly were k = 85 and l = 75. We used a 12-step pipeline outlined in Fig. S3 and described in (Cruz *et al.* 2016). The resulting fosmid pool assemblies had an average scaffold N50 of 36,920 (s.d. 413), which just exceeds the average insert size determined by mapping the ends back to the assembly (34.5 kb, Fig. S2) itself a lower bound on the true fosmid insert size distribution.

At the same time, we ran a consistency check of the Whole Genome Sequencing (WGS) assembly monax1 using reads from all the whole-genome sequencing libraries (PE, MP and FE). This process introduces breaks at genomic intervals with a negative consistency score (Cruz *et al.* 2016). These consistent WGS contigs were merged with scaffolds from the FP assemblies using the assembly merger ASM (https://github.com/lfrias81/anchor-asm/) with overlap detection edit distance e = 0.02 and mismatch percent m = 0.01. The merged assembly (monax3) was purged of most mis-assemblies by performing another consistency check and re-scaffolded with SSPACE v3.0 (Boetzer *et al.* 2011) and parameters k = 10 and a = 0.6, using the WGS PE, MP and FE libraries and artificially generated MP libraries of fixed insert sizes coming from the FP assemblies. This was followed by another consistency check, re-scaffolding with SSPACE v3.0 and gap-closing with Gapfiller (Boetzer and Pirovano 2012). Contigs smaller than 200 bp were discarded. The resulting assembly (monax4) was substantially more contiguous than the WGS-only assemblies, reaching a scaffold N50 of 712.2 Kb.

### Protein-coding gene annotation

To annotate the woodchuck genome, consensus gene models were obtained by combining transcript alignments, protein alignments and gene predictions with Evidence Modeler (EVM r2012-06-25) (Haas *et al.* 2008). A flowchart outlining these steps is shown in Figure 2.

**Figure 2:**
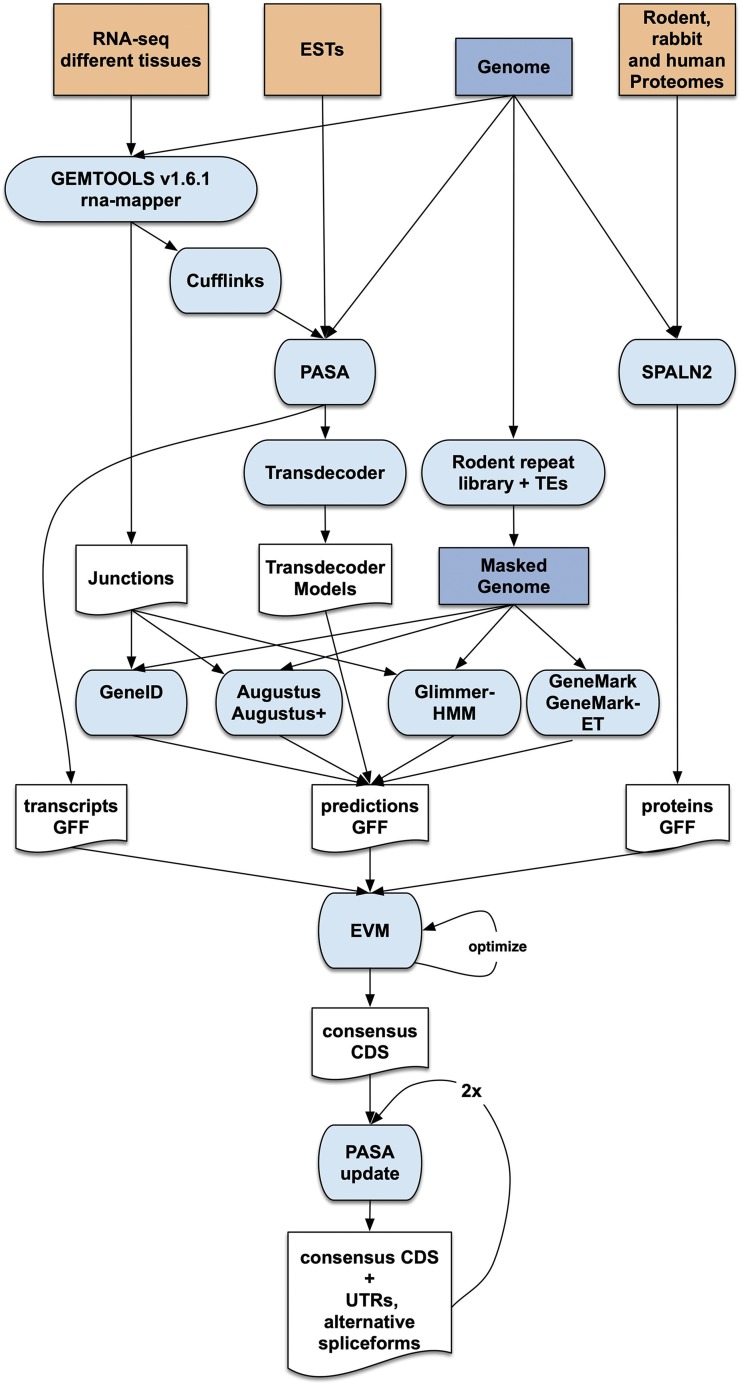
Overview of the protein annotation pipeline. Input data for annotation are shown at the top of the flow chart. Computational steps are shown in light blue and intermediate data are shown in white.

First, RNA-seq reads corresponding to different tissues and from liver at different time points during chronic viral infection (Fletcher *et al.* 2015) were aligned to the monax4 assembly with GEMtools v1.6.1 rna-mapper (Table 2 and Table S3, respectively) and transcript models were subsequently generated using Cufflinks v2.1.1 (Trapnell *et al.* 2010). These transcripts were then bundled into a non-redundant set by PASA v-2.0.1 (Haas *et al.* 2008). We also ran TransDecoder (Haas *et al.* 2013) to detect coding regions in the transcripts.

**Table 2:** RNA-seq data for tissue samples

Sample	Individual	Tissue	Number of reads	% of reads mapped
**Woodchuck_1**	F6849	Liver	211,888,262	95.113
**Woodchuck_2**	F6849	Kidney	185,982,482	95.506
**Woodchuck_3**	F6849	Spleen	225,337,732	94.303
**Woodchuck_4**	F6849	Lung	206,453,434	91.87
**Woodchuck_5**	F6849	Heart	138,856,972	92.539
**Woodchuck_11**	F6852	Liver	134,795,402	92.029
**Woodchuck_10**	F9150	Thymus	186,450,732	94.791
**Woodchuck_6**	F9150	Liver	144,701,830	94.478
**Woodchuck_7**	F9150	Kidney	179,703,418	93.636
**Woodchuck_8**	F9150	Spleen	142,020,270	89.978
**Woodchuck_9**	F9150	Pancreas	127,666,526	95.619
**Woodchuck_12**	M4046	Liver	202,080,726	94.951
**Woodchuck_13**	M4046	Kidney	127,534,952	93.614
**Woodchuck_14**	M4046	Spleen	125,489,746	94.784
**Woodchuck_15**	M4075	Liver	147,677,126	90.497
**Woodchuck_16**	M4075	Kidney	196,174,530	95.174
**Woodchuck_17**	M4075	Spleen	126,030,468	93.961
**Woodchuck_18**	M4091	Liver	145,226,684	95.157
**Woodchuck_19**	M4091	Kidney	125,790,226	93.04
**Woodchuck_20**	M4091	Spleen	122,753,104	91.042

The complete rodent and rabbit proteomes present in Uniprot (April 8, 2015), as well as the human proteins present in CCDS (April 7, 2015), were aligned to the genome with SPALN v2 (Iwata and Gotoh 2012).

The monax4 assembly was masked for repeats found with RepeatMasker v4-0-5 (http://repeatmasker.org/) using the rodentia library available with the program. Low complexity repeats were left unmasked for this purpose. In addition, we were able to mask additional transposable elements (TEs) in the genome via a separate Basic Local Alignment Search Tool (BLAST) (Altschul *et al.* 1990) search of proteins encoded by TEs (downloaded from RepBase).

Then, *ab initio* gene predictions were performed on the masked assembly. Four different gene prediction programs were used: GeneID (Parra *et al.* 2000; Alioto *et al.* 2018), Augustus (Stanke and Waack 2003), GeneMark-ET (Lomsadze *et al.* 2005) and Glimmer (Majoros *et al.* 2004). GeneID *ab initio* gene predictions were obtained by running GeneID v1.4 with the pre-existing parameter file specific for *Homo sapiens* that has been previously used to accurately generate gene predictions in several different mammalian genomes (Venter *et al.* 2001; Mouse Genome Sequencing Consortium *et al.* 2002; Gibbs *et al.* 2004; Bovine Genome Sequencing and Analysis Consortium *et al.* 2009; Abascal *et al.* 2016; Hernandez *et al.* 2019). Augustus v3.0.2 and Glimmer Hidden Markov Model (HMM) v3.0.1 were also run with the program’s pre-existing human parameter file while GeneMark-ES v2.3e gene predictions were obtained using its self-training mode. The number of predicted gene models ranged from 33,959 with GlimmerHMM to 73,562 with GeneID.

GeneID, Augustus and GeneMark-ET were also used to generate predictions incorporating intron evidence, which was extracted from the RNA-seq mappings. Those junctions overlapping *ab initio* GeneID predictions, Augustus predictions or protein mappings were taken as intron evidence.

The assembled transcripts, the protein alignments and the models produced by Glimmer, GeneID, Augustus and GeneMark-ES were combined into consensus CDS models using EvidenceModeler (EVM). Different weights were given to each type of evidence when running EVM and the resulting consensus models with the best specificity and sensitivity as determined by intersection (BEDTools v 2.22.1 (Quinlan and Hall 2010)) with the transcript mappings were chosen for the final annotation (final weights given in Table S4).

The consensus CDS models were then updated with untranslated regions (UTRs) and alternative exons through two rounds of PASA annotation updates. A final round of quality control was performed, fixing reading frames, intron phases and removing transcripts that would be subject to nonsense-mediated decay (NMD). The resulting transcripts were clustered into genes using shared splice sites or significant sequence overlap as criteria for designation as the same gene. Systematic identifiers with the prefix “MONAX4B” were assigned to the genes, transcripts and protein products derived from them. Support by source of evidence at the gene and exon level was determined *a posteriori* using BEDTools *intersect* and *multiinter* programs.

Finally, this resulting annotation (Monax4B), along with RNA-seq mappings produced by STAR v2.5.0b (Dobin *et al.* 2013) with the option “–chimSegmentMin 40” to allow chimeric mappings between different scaffolds, was used to scaffold the monax4 assembly with Agouti to produce the final monax5 assembly. Some partial genes previously located in separate scaffolds were also able to be joined. After obtaining this new version of the assembly, the coordinates of the annotation were transferred to monax5 scaffolds and the genes were given “MONAX5” prefixes.

### Functional annotation

To assign a functional description to the structurally annotated genes, we ran the software Trinotate (Bryant *et al.* 2017) (r20140708), which performs BLAST (Altschul *et al.* 1990) searches against the Swissprot and Uniprot databases and detects Pfam (Punta *et al.* 2012) domains in the annotated proteins using HMMER (Finn *et al.* 2011). Finally, the outputs of all the previous steps were combined into the Trinotate sqlite database to generate the functional descriptions, functional domains and gene ontologies (Ashburner *et al.* 2000) for each gene. Of the 44,630 transcripts, 40,036 are supported by protein alignments, 34,601 by PASA assemblies, and 42,476 (95%) by either protein or PASA transcript assemblies. The remaining transcripts are supported only by *ab initio* gene predictions. Also, 27,831 out of the 30,873 (90%) protein coding genes were functionally annotated, 25,192 had at least one associated GO term, and 13,186 were assigned to an eggnog orthologous category.

### Non-coding RNA annotation

We annotated non-coding RNAs (ncRNAs) by running the following steps. First, the program *cmsearch* that comes with Infernal v1.1 (Nawrocki and Eddy 2013) was run with the Rfam database of RNA families (v12.0) (Nawrocki *et al.* 2015). Also, tRNAscan-SE v1.23 (Lowe and Eddy 1997) was run in order to detect the transfer RNA genes present in the genome assembly. To detect long non-coding RNAs (lncRNAs) we first selected PASA-assemblies that had not been included in the annotation of protein-coding genes, *i.e.*, expressed genes that were not translated to protein. Those that were longer than 200bp and whose length was not covered at least 80% by a small ncRNA were incorporated into the ncRNA annotation as lncRNAs. The resulting transcripts were clustered into genes using shared splice sites or significant sequence overlap as criteria for designation as the same gene.

### Gene Expression

The RNA samples of thymus, heart, pancreas, kidney, spleen and liver used for annotation were also quantified. 

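Read counts per gene were deposited for 20 libraries: 6 of liver, 5 of kidney, 5 of spleen and 1 each of heart, lung, pancreas and thymus. The lung library was quantified as well, although Figure 3 leaves it out. Heart and lung came from the female woodchuck F6849, and pancreas and thymus from the female F9150. With 1 library per tissue these 4 tissues have no replicate, so their values describe single libraries and no test was made. A gene was taken as highest in such a tissue where its level was at least 10 CPM after normalization and at least 8 times its level in the highest of the other 19 libraries, with counts under 3 set to 3 in those libraries. This held for 243 genes in heart, 130 in lung, 119 in pancreas and 13 in thymus. With a limit of 4 times in place of 8, the numbers were 370, 199, 193 and 104, the largest relative change being that of thymus. The genes highest in pancreas held 57.4% of the counts of that library, those of heart 25.2%, those of lung 4.40% and those of thymus 0.696%. The 95% Wilson interval of these shares, the widest of all shares of a library given here, is within 0.0107 percentage points with each count as independent and within 0.0151 with each read pair counted once. Neither is a limit of the counting error, since reads amplified by PCR are not independent molecules. The table gives gene identifiers and pairs them with no gene names, so genes are given by identifier. In heart, Monax4B019277 had 956116 counts (13231 CPM) and at most 18 counts in any other library. Monax4B043103 had 1412668 counts in heart (19549 CPM) and at most 18 elsewhere. In pancreas, Monax4B040279 had 887500 counts (22792 CPM) and at most 8 in any other library, while Monax4B002563 had 467104 counts and at most 6. In lung, Monax4B011714 had 2100482 counts (13372 CPM) and at most 62 elsewhere, and Monax4B031184 had 264192 counts and at most 10. In thymus, Monax4B001096 had the largest ratio among genes of at least 100 CPM. It had 17218 counts (224 CPM), 109 times its level in the lung library, the next highest. Monax4B005159 had 1604 CPM in thymus, 9.17 times its level in lung.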

RNA-seq reads for each sample/replicate were mapped against the woodchuck genome assembly using the gem-tools rna-mapper v1.6.1 with default options and transcripts were quantified with gemtools version 1.7.1 using the Monax4B annotation. 

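The quantification covered 30973 Monax4B genes, and the deposited values are whole-number read counts without normalization. Of these genes, 27092 (87.5%) had at least 1 count in any library and 3881 (12.5%) had 0 counts in every library. At least 10 counts were found in 1 or more libraries for 23693 genes (76.5%) and in all 20 libraries for 14478 genes (46.7%). Monax4B precedes the joining of partial genes across scaffolds, so that a gene in several parts is counted under several identifiers. The number of genes with at least 10 counts was 17659 ± 394 (SD, n = 6 libraries) in liver, 19911 ± 415 (SD, n = 5) in kidney and 19447 ± 303 (SD, n = 5) in spleen. Liver had fewer than kidney (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 5 libraries allow; 0.00325 after Benjamini-Hochberg adjustment over 15 comparisons) and fewer than spleen (exact permutation test, the same p). For kidney against spleen the test between libraries, which leaves aside that they come from the same animals, did not pass 0.05 (exact permutation test, p = 0.111, adjusted 0.128). Within animals, kidney had more genes than spleen in all 5, by 119 to 1034, and a paired exact test over sign changes, chosen after seeing the data, gave p = 0.0625, the smallest that 5 animals allow. Every library was then thinned at random to the total of the smallest. The numbers were 16668 ± 162 in liver, 19325 ± 232 in kidney and 19034 ± 167 in spleen (SD, n = 6, 5 and 5). Liver remained below both (exact permutation test, p = 0.00216 for each). Equal totals do not give most genes an equal depth. The 100 most abundant genes held on average 49.5% of the counts in liver, 15.3% in kidney and 20.1% in spleen. A limit of 10 counts is thus stricter in liver, so these numbers do not show that fewer genes are expressed there. At these equal totals kidney was above spleen in only 3 of the 5 animals (differences of -65 to 588; paired exact test, p = 0.25). The total counts came to 68.1% ± 1.49 (SD, n = 6) of the mapped reads of Table 2 in liver, 56.2% ± 1.40 (SD, n = 5) in kidney and 55.8% ± 2.70 (SD, n = 5) in spleen. The share in liver was larger than in kidney or spleen (exact permutation test, p = 0.00216 for each, adjusted 0.00325), and kidney and spleen did not differ beyond their spread (exact permutation test, p = 0.746), kidney being higher in 3 of the 5 animals. In the single libraries it was 68.7% in pancreas, 55.0% in lung, 54.7% in heart and 38.1% in thymus. In every library between 85.1% and 86.5% of the counts above 0 were even numbers.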

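The 10 most abundant genes of a library held 23.1% ± 4.21 (SD, n = 6) of the counts in liver, 5.00% ± 0.845 (SD, n = 5) in kidney and 8.08% ± 1.59 (SD, n = 5) in spleen. The share was larger in liver than in kidney or spleen (two-sided exact permutation test, p = 0.00216 for each) and larger in spleen than in kidney (exact permutation test, p = 0.00794, the smallest that 5 against 5 libraries allow; adjusted 0.0108). Spleen had the larger share in all 5 animals (paired exact test, p = 0.0625, the smallest it can give). It was 50.2% in the pancreas library, 15.7% in heart, 9.37% in thymus and 6.01% in lung. The most abundant gene of all 6 liver libraries was Monax4B019954, with 8.68% to 15.1% of the counts in the 3 females and 4.18% to 6.42% in the 3 males. The TMM factors, which multiply the library sizes, were 0.536 ± 0.0165 (SD, n = 6) in liver, 1.48 ± 0.0375 (SD, n = 5) in kidney and 1.49 ± 0.0701 (SD, n = 5) in spleen. Liver differed from both (exact permutation test, p = 0.00216 for each), and kidney did not differ from spleen (exact permutation test, p = 0.754; paired by animal, p = 0.75). The factors of the single libraries were 0.464 in pancreas, 1.03 in heart and 1.14 in thymus, and that of lung lay among those of kidney and spleen. With library sizes alone, the median log2 difference between liver and kidney over the 20764 genes that passed the filter on low counts moved from 0.03 to -1.52, and that between liver and spleen from -0.14 to -1.68.

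**Figure D1:**
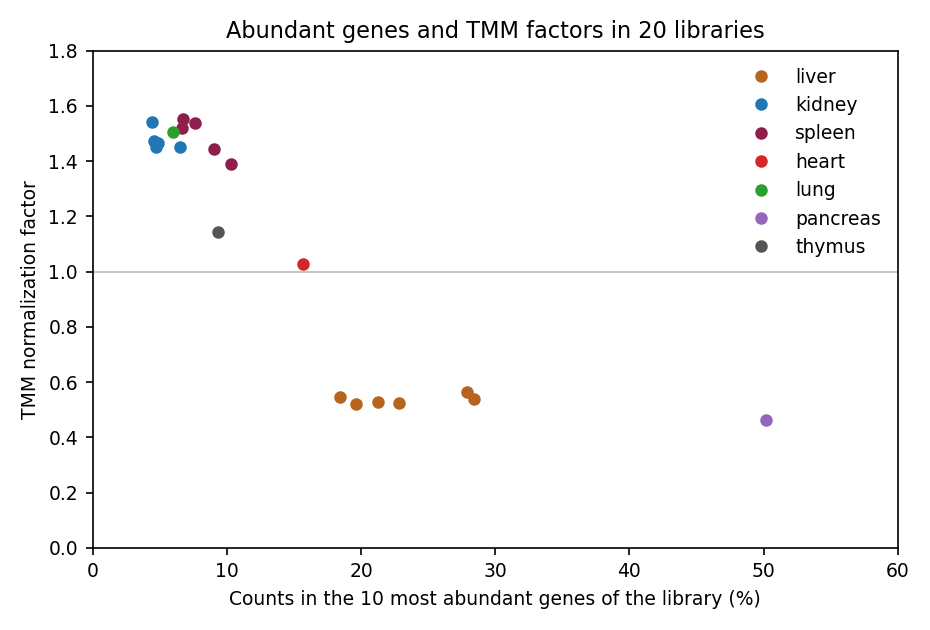
TMM normalization factor of each of 20 RNA-seq libraries (y axis, no unit) against the percent of its counts in its 10 most abundant genes (x axis), with 1 point per library and the line at a factor of 1. The 6 liver libraries lie between 18.4% and 28.4% with factors of 0.520 to 0.564, and the kidney and spleen libraries lie at 4.39% to 10.3% with factors of 1.39 to 1.55.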

Normalization of gene expression was done with the TMM method (Robinson and Oshlack 2010) of edgeR software. Differential expression was determined using the edgeR robust approach (Zhou *et al.* 2014).

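The paper's text gives no numbers of differentially expressed genes. From the deposited counts of liver, kidney and spleen, the 3 tissues with replicates, 16 libraries were fitted together with edgeR's quasi-likelihood test over the genes that passed its filter on low counts, with a shared estimate of the spread and a false discovery rate of 0.05 (Benjamini-Hochberg adjustment). Between liver and kidney, 13077 genes (63.0% of those tested) differed, 6670 of them higher in liver and 6407 lower. Between liver and spleen, 15357 genes (74.0%) differed, 7157 higher in liver and 8200 lower. Between kidney and spleen, 12969 genes (62.5%) differed, 6557 higher in kidney and 6412 lower. The observation weights of the robust approach named in the methods gave 13187, 15364 and 13079 genes. The setting that moved the numbers most was a test for a change of over 2-fold, with 6429, 9011 and 6302 genes. Without normalization factors, 17741 genes differed between liver and kidney, of which 9.10% were higher in liver against 51.0% before, and 17958 between liver and spleen, of which 15.3% were higher in liver against 46.6% before. The libraries were run in 8 sequencing lanes of 2 or 3 libraries, and with the lane as a block, a choice made after seeing the data, 10090, 14378 and 9992 genes differed. With each library left out in turn, the numbers stayed between 12516 and 12968 for liver and kidney, 14892 and 15231 for liver and spleen, and 12445 and 12970 for kidney and spleen.

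The genes below are those furthest apart between liver, kidney and spleen. Monax4B006533 was measured at 705 ± 374 CPM (SD, n = 6) in liver, with 2 counts in 1 of the 5 kidney libraries and 1 count in 1 of the 5 spleen libraries (adjusted p = 7.35e-11 and 2.93e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Monax4B008995 was measured at 203 ± 74.8 CPM (SD, n = 6) in liver and had 0 counts in kidney and spleen. Its level in liver was at least 43151-fold higher than in kidney and at least 38536-fold higher than in spleen, the limit being 3 counts over all libraries of the other tissue. The reads of a pair appear to be counted one by one, and at 3 read pairs, or 6 counts, this and the bounds below would be 2 times lower. In kidney, Monax4B022970 was measured at 53.2 ± 31.4 CPM (SD, n = 5), and it had 0 counts in liver and spleen, at least 5996-fold and 10117-fold lower. Monax4B032677 was measured at 51.0 ± 27.0 CPM (SD, n = 5) in kidney and likewise had 0 counts in the others, at least 5738-fold and 9682-fold lower. In spleen, Monax4B026245 was measured at 14.9 ± 2.28 CPM (SD, n = 5), with 0 counts in liver and kidney, at least 1680-fold and 3173-fold lower. It is not confined to spleen, since the single heart library had 11598 counts of it (161 CPM). Monax4B022855 varied more between the spleens, at 561 ± 376 CPM (SD, n = 5). It was at 0.405 ± 0.229 CPM (SD, n = 6) in liver and 0.680 ± 0.998 CPM (SD, n = 5) in kidney. In spleen it lay at 102 and 228 CPM in the females and at 709 to 973 CPM in the males. Its log2 fold change over liver was 10.40 (approximate standard error 1.23, adjusted p = 1.46e-06, edgeR's quasi-likelihood test). Over kidney it was 9.69 (approximate standard error 1.29, adjusted p = 8.68e-06, the same test). Under the 248 alternative fits of these 6 genes the direction held and the adjusted p stayed at or below 0.00333. As with Monax4B022855 in spleen, males lay above females without overlap for Monax4B006533 in liver and Monax4B032677 in kidney. The remaining genes of the 6 overlapped between the sexes, and so few animals cannot exclude chance.

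**Figure D2:**
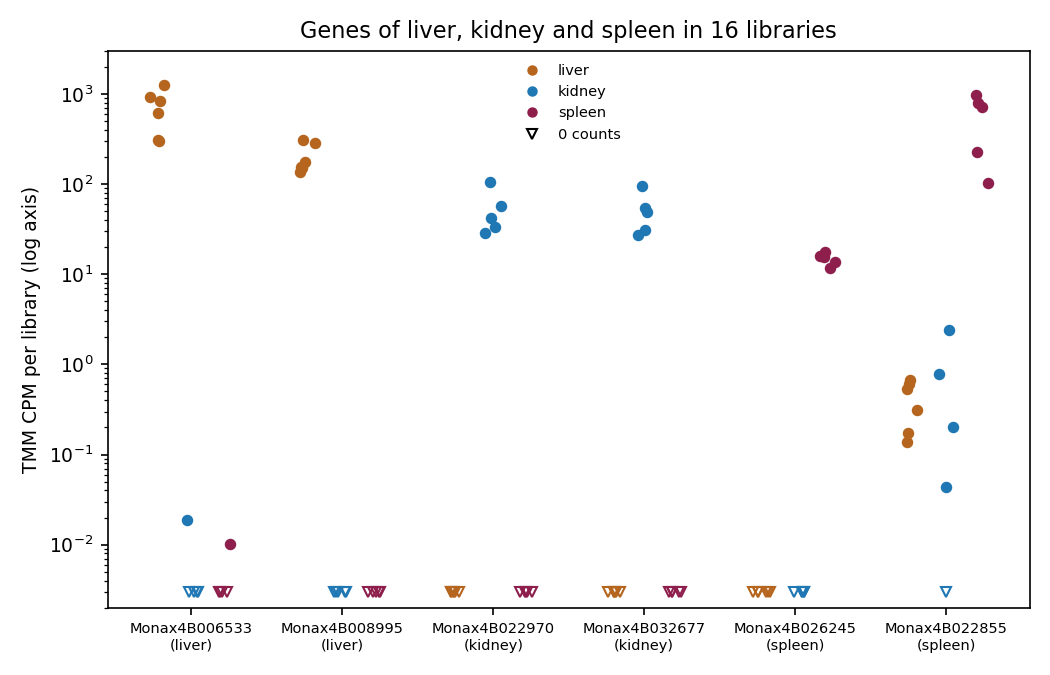
Normalized CPM (y axis, log axis) of 6 genes in the 16 liver, kidney and spleen libraries, with 1 point per library and the tissue of each gene in brackets below its identifier. Open triangles at the bottom stand for libraries with 0 counts, which a log axis cannot place. In spleen, Monax4B022855 spans 102 to 973 CPM, and its highest value in kidney is 2.38 CPM.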

### Mitochondrial Sequence Analysis

We assembled the complete circular mitochondrial chromosome of the woodchuck as follows. Read pairs from the 700bp-insert 523J_D paired-end library mapping to the Himalayan marmot mitochondrial sequence (read filtering step above) were downsampled (10,000 reads) and assembled with SPAdes v3.13.0 (Bankevich *et al.* 2012), which resulted in a scaffold of length 15.6 kb containing four gaps. Novoplasty v2.5.7 (Dierckxsens *et al.* 2017) was used to complete the assembly using all reads of the 523J_D library with the SPAdes scaffold as the seed. This resulted in a single contig with a length of 16440bp. It is 92.78% and 92.75% identical to the himalayan (NC_018367.1) and European (NC_027278.1) alpine marmot mitochondria, respectively, while the European and Himalayan marmot sequences are slightly more similar to each other (92.96% identical).

### Orthology determination

To determine the orthology/paralogy relationships between all woodchuck proteins and those of human and mouse we ran Orthoinspector v2.14, which took as input the results of an all-*vs.*-all BLAST search of all the proteins in the three genomes against themselves. For a more limited set of genes, we obtained the phylogenetic trees and corresponding multiple sequence alignments (MSAs) for each of them from PhylomeDB (http://phylomedb.org/). We then extracted their candidate orthologs in the woodchuck genome from the Orthoinspector output. As the *Marmota marmota marmota* genome was also available, we also included it in the trees: we downloaded the proteins from NCBI (PRJEB8272) and performed a BLAST search of each human protein sequence of interest against the *Marmota marmota marmota* proteins and selected those hits of e-value less than 10^−9^. Next, we aligned the woodchuck and *Marmota marmota* sequences to the existing multiple sequence alignment. The alignment was performed with MUSCLE (Edgar 2004) and trimmed with TrimAl (Capella-Gutiérrez *et al.* 2009). Next, phylogenetic trees for each alignment were constructed with PhyML v3 (Criscuolo 2011), testing four different models (WAG, JTT, Blosum62 and VT) and selecting the one with the maximum likelihood. Finally, we determined the paralogous and orthologous relationships based on the tree topologies. Gene family trees were constructed and visualized with the ETE 3 toolkit using the “full_fast_modeltest_bootstrap” workflow.

### Data availability

The DNA sequence reads, the genome assembly and the annotation have been deposited in the European Nucleotide Archive (ENA) with the project accession (PRJEB19462). The RNA-seq data from this publication have been submitted to NCBI’s GEO database (http://www.ncbi.nlm.nih.gov/geo) and assigned the identifier GSE137911. Also, in order to facilitate access to the genome as a resource, we have made available a genome browser and a BLAST server at http://denovo.cnag.cat/woodchuck. Supplemental material available at figshare: https://doi.org/10.25387/g3.10013024.

## Results

### Genome Assembly

The final 2.62 Gbp assembly (monax5) is made up of 48,534 scaffolds with a scaffold N50 of 892kb. Genome completeness was determined using both CEGMA v2.5 (Parra *et al.* 2007), which found 96.4% complete and 2.8% partial genes out of 248 core eukaryotic genes, and Benchmarking Universal Single-Copy Orthologs (BUSCO) v3.0.2 (Simão *et al.* 2015), which found 93% complete and 3.7% partial genes using the mammalian odb9 library (4104 genes). Statistics for all major stages of the assembly process are given in Table 3.

**Table 3:** Summary statistics of major assembly steps

	Contiguity						Gene Completeness	
	Contigs			Scaffolds			CEGMA	
	N50 (kb)	N90 (kb)	Length (Gb)	N50 (kb)	N90 (kb)	Length (Gb)	Complete (%)	Partial (%)
*monax*1	26.1	3.4	2.79	74.6	8.7	2.79	88.71	98.39
*monax*3	48.8	9.1	2.54	49.5	9.2	2.55	*^a^*	*^a^*
*monax*4	74.5	15.6	2.55	712.2	112.8	2.62	96.37	99.19
*monax5*	74.5	15.6	2.55	892.2	124.4	2.63	96.37	99.19

a gene completeness not determined for assembly monax3.

### Protein-coding gene annotation and expression

The protein-coding gene annotation (Monax5E) led to a set of 30,873 protein-coding genes whose 44,630 transcripts encode 41,826 unique protein products (∼1.45 transcripts per gene) (Table 4).

**Table 4:** Protein-coding annotation statistics

	Monax5E
**Number of genes**	30873
**Median Gene length (bp)**	6123
**Number of transcripts**	44630
**Number of proteins**	41826
**Number of partial CDS**	6232
**Number of exons**	217018
**Number of coding exons**	204230
**Transcripts per gene**	1.45
**Exons per transcript**	6.1
**Multi-exonic transcripts**	0.73
**Coding GC content**	52.81%

While RNA-seq scaffolding with Agouti was able to join some genes that were originally located in separate scaffolds, about 6000 genes remain without complete open reading frames, suggesting that a number of genes are only partial and that the true number of genes in the genome is likely lower. 

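RNA of 7 tissues from 6 adult woodchucks that were negative for woodchuck hepatitis virus was sequenced (RNA-seq), and the authors deposited the number of reads counted on each gene, without normalization. Liver was available from 3 females (F6849, F9150 and F6852) and 3 males (M4046, M4075 and M4091), and kidney and spleen from the same animals except F6852, so that each animal is a replicate of a tissue and 5 animals gave all 3 tissues. The total count per library ranged from 82874390 to 140252555 in liver (median 92574920.5), from 63682684 to 107167963 in kidney (median 92565210) and from 59487004 to 123267969 in spleen (median 67281605). It was 70253345 in heart, 104383997 in lung, 83879613 in pancreas and 67284576 in thymus. No pair of libraries of a tissue differed by so little that it could be 1 library deposited in duplicate, the lowest chi-square per degree of freedom being 127 over 35 pairs. For the comparison of libraries, genes with low counts were removed by edgeR's filter, the counts were scaled with TMM factors, and log2 CPM was computed with a prior count of 2. The similarity of a pair of libraries was Pearson's r of log2 CPM across genes, which are not independent replicates, so that tests were made over animals and not over genes. The paper's text does not name the distance or linkage of its clustering. Filter, scale, distance and linkage could each change the values, and all were varied.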

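Across the 20729 genes that passed the filter in the 15 libraries of the 5 animals with all 3 tissues, libraries of the same tissue from different animals had a mean r of 0.966 ± 0.00943 (SD, 30 pairs, 0.936 to 0.980). By tissue the mean was 0.968 ± 0.00544 (SD, 10 pairs) in liver, 0.966 ± 0.00846 (SD, 10 pairs) in kidney and 0.963 ± 0.0131 (SD, 10 pairs) in spleen. Different tissues of the same animal had a mean r of 0.730 ± 0.0300 (SD, 15 pairs, 0.686 to 0.767), and pairs that differed in both tissue and animal one of 0.723 ± 0.0294 (SD, 60 pairs). The lowest r within a tissue lay above the highest r between tissues of an animal. The mean r within tissues exceeded that within animals by 0.236, more than under any other arrangement of the tissue names within animals (one-sided exact permutation test, p = 0.000772, the smallest it can give). The setting that moved this difference most was the use of the 1000 genes with the largest variance, which gave 0.980 with the same p. With each of the 5 animals left out in turn it stayed between 0.232 and 0.242 (exact permutation test, p = 0.00463, the smallest that 4 animals allow). Only 1 pair of libraries of a tissue shared a sequencing lane, and in different lanes the mean r within tissues was 0.966 ± 0.00954 (SD, 29 pairs), against 0.714 ± 0.0349 (SD, 8 pairs) between tissues in the same lane. The share of the variance of log2 CPM over the 15 libraries had a median over genes of 79.1% for tissue. The median was 7.68% for animal and 10.8% for the remainder, each taken separately. The shares are not corrected for degrees of freedom, so noise alone gives animal a part of its share. The paper draws its statement on tissues and individuals from the hierarchical clustering of these libraries (Figure 3).

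**Figure D3:**
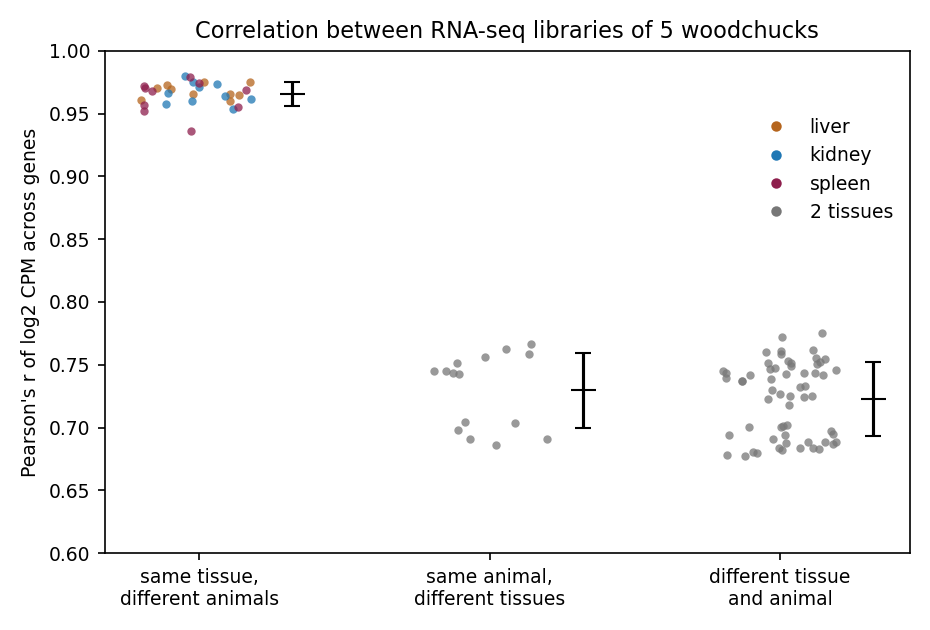
Pearson's r of log2 CPM across genes (y axis) for each pair of the 15 libraries, by whether the pair shares the tissue, the animal or neither (x axis), with the mean and SD beside each group. Points of a tissue are coloured by that tissue, and grey points join 2 tissues. Pairs of the same tissue lie from 0.936 to 0.980 and pairs of the same animal from 0.686 to 0.767.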

Hierarchical clustering of the RNA-seq samples (Figure 3) shows high similarity of expression obtained for each tissue across individuals compared to cross-tissue similarity in single individuals, as would be expected.

**Figure 3:**
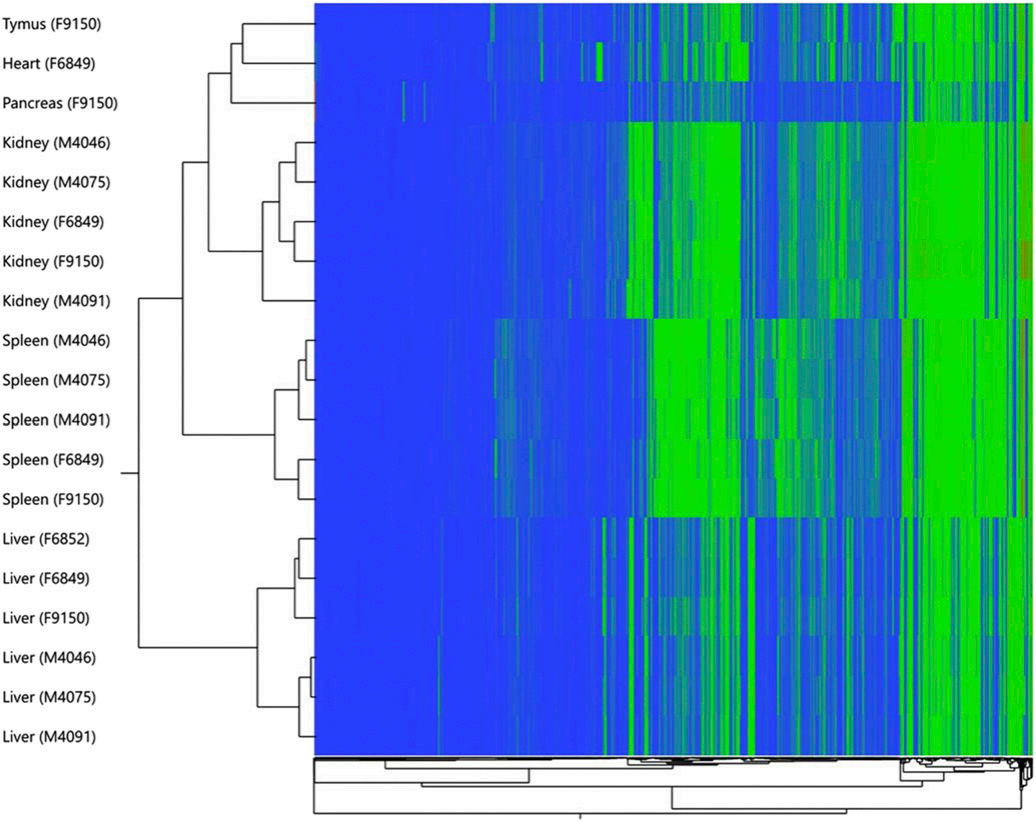
Hierarchical clustering of RNA-seq gene expression levels in six tissues.

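The deposited counts of the 19 libraries shown in the figure were clustered again over 23266 genes, with average linkage on 1 - Pearson's r. For all 16 liver, kidney and spleen libraries the nearest library was of the same tissue. In the tree, the libraries of liver, of kidney and of spleen each formed a clade without any other library, joined at a mean r of 0.969 for liver, 0.965 for kidney and 0.963 for spleen. Heart and thymus joined at an r of 0.876 and pancreas joined the kidney clade at 0.844. These groups joined at 0.833, spleen joined them at 0.812 and liver came last at 0.785. Within liver and within spleen, females and males formed separate clades. All 3 tissue clades were found in each of 13 trees that differed in distance, linkage, scaling, filter, scale, genes or the presence of the lung library, and with each animal left out in turn. Female livers and male livers were each a clade in 12 of them, male spleens in 12 and female spleens in 11. With the lung library added, the nearest library was again of the same tissue for all 16.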

### Phylogenetic Analysis of Immune Genes

We identified human-mouse-woodchuck orthologs and in-paralogs using Orthoinspecter, a best reciprocal BLAST-based ortholgoy assignment method. We obtained a slightly higher number of one-to-one orthologs with woodchuck-to-human compared to mouse-to-human, with a corresponding decrease in one-to-many in-paralog relationships, as shown in Table 5.

**Table 5:** Orthoinspector results. A pairwise comparison of the number of one-to-one orthologs or in-paralogs detected by Orthoinspector among human, mouse and woodchuck protein products. Out-paralogs are not shown

	*One-to-one*	*One-to-many*	*Many-to-one*	*Many-to-many*
***Human-Woodchuck***	11,481	1,788	2,054	485
***Mouse-Woodchuck***	12,291	1,018	3,102	892
***Human-Mouse***	10,535	3,444	1,540	749

The highest number of one-to-one orthologs is found between mouse and woodchuck, which is not surprising, but the number of many-to-one and one-to-many in-paralog relationships is not balanced, with mouse exhibiting more gene family expansions. The same can be observed for mouse *vs.* human, whereas gene family expansions appear more balanced between woochuck and human.

However, programs based on BLAST searches, such as Orthoinspector, have limitations and do not always correctly determine orthologs and paralogs. Phylogenetic methods are more robust, but they are also more computationally intensive (Huerta-Cepas *et al.* 2007). With this in mind, we compiled a set of 40 human genes (see Table S5**)** involved in the immunological response to HBV or liver cancer and constructed phylogenetic trees for this more limited set to confirm their orthology to predicted woodchuck gene products. The complete list of woodchuck genes and their orthologs in mouse and human is given in Table S5.

As many members of the Interferon (IFN) and Toll-like receptor families were present in our list of genes of interest, we also constructed global gene family trees (Fig. S4 and Fig. S5). Comparison of our IFN gene tree topology to the one in PhylomeDB (http://phylomedb.org/?q=search_tree&seqid=IFNA) suggests that the duplications of the IFNA (15 genes) and IFNL (4 genes) genes, although being present in human, mouse and woodchuck, took place independently in each branch. However, our data suggests that the main expansion in marmots took place before the speciation event that separated woodchuck and the alpine marmot, although it probably continued in the woodchuck lineage (as we only found 2 INFL and 10 IFNA genes in M. m*armota marmota*). This observation is concordant with the slow rate of evolution observed in the alpine marmot nuclear genome (Gossmann *et al.* 2019). Moreover, we detected a duplication of the IFNB gene in the marmot lineage that is not present in human or mouse. However, we failed to identify an ortholog of the IFNK gene in our annotation, although we did find one in the alpine marmot. Further research is needed to determine whether this gene has really been lost in the woodchuck or is just missing in our assembly.

In the TLR family tree, we were able to assign one-to-one relationships between all the genes in human, woodchuck and alpine marmot, except for TLR2, for which we have found a partial duplication in the *M. monax* genome.

## Conclusion

The woodchuck genome assembly will be a valuable resource for further investigation of viral hepatitis and HCC in the woodchuck model. The availability of new gene expression data from several tissues together with the genome sequence further increases the value of the woodchuck model for human drug development. Specifically, it will generate more insight into immune response pathways and aid the characterization of important genes in the woodchuck immune system.

How the deposited data were processed for this re-analysis (not part of the article)

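RNA-seq libraries of liver, kidney, spleen, heart, lung, pancreas and thymus of adult woodchucks of both sexes were available as 1 table of counts, with 30973 genes of the Monax4B annotation and 20 libraries. The authors mapped the reads with the gem-tools rna-mapper and quantified the genes with gemtools; the deposited values are read counts, whole numbers without normalization. Between 85.1% and 86.5% of the counts above 0 in each library are even numbers, so the 2 reads of a pair appear to be counted one by one. Every column of values belongs to a sample. The table pairs its gene identifiers with no gene names, so that genes named in the paper could not be looked up in it.

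Each animal is a replicate of a tissue. Liver has 6 libraries (3 females, 3 males), kidney and spleen have 5 each (2 females, 3 males), and the remaining tissues have 1 each. The total counts run from 59487004 to 140252555. The lane of each library was taken from the names of the table's columns and gives 8 lanes. Libraries of the same animal come from the same individual, and the pairing was checked: after the tissue means were removed, the 15 pairs of libraries of an animal had correlations of 0.122 to 0.312, each over 0.1 (exact permutation test of the mean, p = 6.94e-05, the smallest that 14400 arrangements can give).

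Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1; DESeq2 1.42.0 was an alternative, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes were filtered with filterByExpr, libraries were scaled with TMM factors, and differences were tested with the robust quasi-likelihood fit at a false discovery rate of 0.05 by the Benjamini-Hochberg method. The 3 tissues with replicates were compared in 1 fit without a block for the animal. The standard errors given are approximate: the absolute log2 fold change over the square root of the test's F statistic. Females and males were compared within each tissue, and a further fit tested whether the sex difference depends on the tissue. Similarity was Pearson's r of log2 CPM with a prior count of 2, tested over all 1296 arrangements of the tissue names within animals. Trees were built with average linkage on 1 - r and with 12 other settings, 13 in all. Values per library were compared between tissues with two-sided exact permutation tests, adjusted over 15 comparisons. Shares of a library's counts carry 95% Wilson intervals.

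The method was tested on simulated data with 200 of the genes changed 4-fold: 72.5%, 68.5% and 66.5% of them were recovered for liver and kidney, liver and spleen, and kidney and spleen. For females and males 37.0% were recovered in liver, 0% in kidney and 0% in spleen, and 30.5% for a sex difference that depends on the tissue.

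The genes named by identifier are at most 2 per comparison and direction, by a rule set before the data were examined; others are marked as chosen after their values were seen. For liver, kidney and spleen they have the largest value of the smaller of their 2 log2 fold changes against the other tissues, among genes past the threshold in both, with a mean of at least 10 CPM and every library of the tissue above every library of the others. For tissues with 1 library they have the largest ratio to the highest other library among genes of at least 100 CPM. By sex they are those with the largest log2 fold change in liver, past the threshold there. Their mean CPM had to differ in the same direction in kidney and spleen, by however little and without a test. A fold against a group with 0 counts is a lower bound at 3 counts over the group, 2 times lower at 3 read pairs. The alternatives were DESeq2, the robust observation weights, median-ratio (RLE) factors, no composition factors, no filter, a test for a change of over 2-fold, only the 2 tissues compared, the animal as a block, other minima, scales, distances and linkages, and each animal left out in turn, set at that time too. The lane as a block, counts halved, read pairs as the unit of shares and bounds, females and males with library sizes alone, and tests of kidney against spleen paired by animal, over all 32 sign changes of the differences within animals, were added after seeing the data. No test was made for tissues with 1 library.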

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

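The comparisons of females and males and their dependence on the tissue were set before the data were examined. Of the tests of explanations in this part, those for the spleen F6849 total, for lane mates of kidney M4091 and for the differences between females and males were chosen only after the result was seen; those for spleen genes in kidney M4091 and for the scaling of kidney M4046 were not.

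Among 33 sets of 5 or 6 libraries or values, 4 had a library far from the others by the gap to the nearest value over the whole range. Chance alone gives about 1 in 20. The total count of spleen F6849 was 123267969, against 59487004 to 69512327 in the other spleens. Its counts came to 58.0% of its mapped reads, among the 52.7% to 58.4% of the other spleens, and its number of reads in Table 2 is the highest of them, consistent with deeper sequencing of this library. No biological explanation was tested.

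The TMM factor of kidney M4046 was 1.54, against 1.45 to 1.47 in the other kidneys. With median-ratio factors the gap over the range was 0.312, under the critical value for 5 libraries. Kidney M4046 was still the highest, at 1.53, against 1.46 to 1.51 in the other kidneys. Its own factor moved little, so this does not show that the trimming of the TMM method raised it. No biological explanation was tested.

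In kidney M4091 the most abundant gene held 2.18% of the counts, against 0.878% to 1.22% for the most abundant gene of the other kidneys, and the 10 most abundant held 6.48%, against 4.39% to 4.86%. The leading gene, Monax4B021576, named after its values were seen, held 0.211% to 0.969% in the other kidneys and 0.000746% on average in spleen. The genes higher in spleen had a median of 11.1 CPM in kidney M4091, below the 11.8 to 13.8 CPM of the other kidneys, which argues against RNA of spleen or blood cells. The same 10 genes held 2.86% of the counts of the pancreas library and 2.06% of those of spleen M4046, the 2 libraries of its lane, and 2.93% to 4.37% in the other kidneys, so that reads from its lane mates would lower the share, which argues against them. A difference between animals stays open and was not tested.

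The paper does not compare females and males. In liver 223 of 17547 genes differed, 98 higher in males and 125 higher in females. In kidney and spleen edgeR's quasi-likelihood test gave 0 genes, with 1644 and 4154 genes at an unadjusted p under 0.05, and DESeq2 gave 527 and 2474. A scaling factor moves all genes of a library one way, and the 98 calls in the direction with fewer argue against the scaling of libraries with different shares of a few abundant genes as the whole cause. Other factors moved little and decide nothing: 227 genes were called with library sizes alone, 215 of them among the 223. Differences between 3 and 3 animals other than sex cannot be told apart from sex: the split by sex was 1 of 10 splits with as many genes, the highest of the other 9 gave 1 gene, and 10 splits are too few to exclude chance. The sequencing lane stays open as well. Of the liver genes tested in kidney, 141 of 201 (70.1%) went the same way, 74 of 90 of those higher in males and 67 of 111 of those higher in females. In spleen it was 110 of 183 (60.1%), 43 of 82 (52.4%) and 67 of 101 (66.3%). These libraries come from the animals whose livers chose the genes, so the shares do not separate sex from other differences between the animals. A fit of 3 tissues together called 747 genes in liver, and the same fit with the lane as a block called 0 with edgeR, with 2241 at an unadjusted p under 0.05. The liver count fell to 9 without F6852, 20 without M4046, 22 without M4075, 82 without F9150, 126 without M4091 and 133 without F6849. Sex remains an open explanation.

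The sex difference depended on the tissue for 236 of 22179 genes by a test of the interaction. With the animal as a block 223 genes were called, of which 124 were among the 236. The split by sex was 1 of 10 splits with as many genes, so chance cannot be excluded. The count was 0 without M4075, 16 without M4046, 111 without F6852 and 115 without M4091. An effect of 1 animal can therefore not be told apart from one of sex. Without F6849 or F9150, kidney and spleen each keep 1 female library, so those fits are not read.

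The lung library, which Figure 3 leaves out, had 130 genes at 8 times or more the level of any other library, above the limit that a count of 0 allows. The rule sets them above the liver, kidney, spleen and heart of the same animal, so genes raised in all of its tissues could not be among them. Their median level in those 4 libraries was 0.0296% to 0.612% of that in lung. Whether lungs of other animals have them cannot be seen from 1 library. No technical explanation was tested.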

How the results depend on the processing

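The lane as a block, counts halved, females and males with library sizes alone and the tests of kidney against spleen paired by animal were chosen after seeing the data. Of the 12 comparisons of named tissue genes, all 248 alternative values kept their direction and side of the threshold. Of 55 for the 4 named sex genes, 42 did and 13 lost significance. None of these named genes reversed. Among all genes, scaling without composition factors turned the direction of 3133 genes called in both fits for liver and kidney and of 2445 for liver and spleen, and the share higher in liver fell from 51.0% to 9.10% and from 46.6% to 15.3%. Of 182 alternative values of the other results, 134 stayed near the reported value and 48 moved; except where said below, the cause was not tested.

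With the animal as a block, the paired fit gave 13071, 15174 and 13240 genes for liver and kidney, liver and spleen, and kidney and spleen, and 223 for the dependence of the sex difference on tissue; the block moved no count by over 1.5 times. The tissue comparisons shared 12492, 14748 and 12576 genes with the fit without the block, but the dependence on tissue shared only 124 of its 236. Testing for a change of over 2-fold gave 6429, 9011 and 6302, fewer by construction.

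Between females and males in liver, kidney and spleen, DESeq2 gave 1534, 527 and 2474 genes, the robust observation weights 1491, 370 and 2170, and 1 fit of 3 tissues 747, 4 and 818. Without a filter kidney had 1 gene and spleen 118. With counts halved kidney had 1. With library sizes alone spleen had 2. The sequencing lane was also added as a block to that fit of 3 tissues, not to the fit of liver alone. Liver then had 0 genes (2241 at an unadjusted p under 0.05, edgeR) and spleen 0 (2368). In kidney that model could not be fitted, since 1 lane holds the 2 female kidneys and no other library. Leaving out F6849 or F9150 leaves 1 female library in kidney and in spleen. Counts from such fits are listed next but cannot show a sex difference. The highest counts for spleen and for the dependence on tissue, both without F9150, are among them. With each replicate left out, liver had 9 to 133 genes, kidney 0, and spleen 0 to 660, the highest without F9150. The dependence on tissue gave 2281 genes with DESeq2 and 0 to 136 with each animal left out.

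The difference between correlations within tissues and within animals was 0.128 without a filter, 0.692 on linear CPM and 0.980 with the 1000 most variable genes, past the threshold in all 3. The median share of variance by tissue was 70.7% without a filter, 71.1% on linear CPM, 96.7% with the 1000 most variable genes, and 79.1% to 82.1% with each animal left out. The median share of counts over all libraries, 9.21% for the 10 most abundant genes, was 2.19% for 1 gene and 21.4% for 100, by construction.

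For tissues with 1 library, the limit of 4 times gave 370 genes in heart, 199 in lung, 193 in pancreas and 104 in thymus. A minimum of 1 CPM gave 267 in lung, 203 in pancreas and 26 in thymus. Library size alone gave 73 in pancreas.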

Differences from the paper's values

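The paper's text states no value for a measure computed here on the same annotation. Figure 3 joins the pancreas to heart and thymus before kidney. Here the pancreas joined kidney, at an r of 0.844, as in 10 of 13 trees; Ward linkage on Euclidean distance was the 1 tree with heart, thymus and pancreas in a clade. Figure 3 joins the kidneys of F6849 and F9150 to each other. Here kidney F6849 joined those of M4046 and M4075 at an r of 0.978, and F9150 followed at 0.973; the tree on linear CPM was the 1 of 13 that joined the 2 female kidneys. As in the figure, kidney M4091 joined last among the kidneys, in 13 of 13 trees, and liver joined last of all, in 12.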

Other observations

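The tests on tissue splits and on spleen genes in thymus were set before the result was seen; those on lane mates, on thymus genes in lung and on genes that differ by sex were chosen after it.

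Among splits drawn without regard to the animals, chance can be excluded for the genes that differ between tissues: the split by tissue was 1 of 60 splits drawn with as many genes for liver and kidney, 1 of 60 for liver and spleen, and 1 of 60 for kidney and spleen, the highest other split giving 0, 1 and 383 genes. Among the splits that part as many pairs (32, 32 and 16), 1 was as large in each. The next gave 9941 genes for liver and kidney and 12074 for liver and spleen. In both it was the split by tissue with liver F6852, the library without a partner, on the other side. For kidney and spleen the next gave 0. The 16 splits are too few by themselves to exclude chance for that comparison when the pairs are kept. The correlations argue against chance there: r was 0.954 to 0.980 between kidneys and 0.936 to 0.979 between spleens. Between a kidney and a spleen it was 0.700 to 0.775.

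The thymus library had 13 genes of its own. The genes higher in spleen had a median of 13.4 CPM in thymus, against 14.1 in heart, 19.8 in lung, 12.3 in pancreas and 41.9 to 46.9 in the spleens. These genes were thus lower in thymus than in spleen, which does not say why thymus had few genes of its own. The lung genes lay in thymus at a median of 0.183% of their lung level. The rule for lung genes limits them alike in every other library. In libraries of other lanes the median was 0.0109% to 0.690%, with 0.187% to 0.225% in the spleens. By this median thymus did not stand out, which argues against reads of the lung library from the same lane at more than that level. For both named lung genes thymus was the next highest library, at 0.805 CPM against 13372 in lung and at 0.104 against 1682. A smaller share is not excluded. The number of genes of the thymus library depends on the lung library. With lung left out of the comparison 58 genes passed the rule. The count was 21 with heart left out, 17 with pancreas left out and 13 with any other library left out. A biological difference of this animal's thymus stays open.

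Genes of the heart library have reads in other libraries. Its 2 lane mates, a liver and a spleen, held 512 and 1489 ppm of heart genes. Liver, kidney and spleen libraries of other lanes held up to 2498 (exact permutation test, p = 0.85). The test exchanges libraries of different tissues, whose levels differ, so it does not decide on the lane. Livers of other lanes held 418 to 548 ppm and spleens 1647 to 2043. Neither lane mate was the highest of its tissue. This argues against wrong assignment within a sequencing lane as the source of most of these reads. For each of the 2 named heart genes the next highest library was a lane mate, at 0.199 CPM against 13231 and 0.327 against 19549. A small contribution of the lane is not excluded. For pancreas genes the lane mates held 507 and 541 ppm, against up to 601 (exact permutation test, p = 0.108). That test exchanges tissues as well, and a small contribution is not excluded there either.

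Genes of the thymus library have more reads in the lung library, its lane mate, than in any other: 949 ppm, against at most 158 elsewhere, with a median of 10.4% of the thymus level. Wrong assignment within the lane does not depend on the gene. Over the 58 genes chosen without lung, the lung level had a median of 23.0% of the thymus level and a 5th percentile of 1.19%, and 4 genes, 3 of them named only after their values were seen, lay at 0.468% to 1.21% (Monax4B001096, Monax4B008783, Monax4B043526 and Monax4B042905, with 1184 to 17218 counts in thymus). This argues against reads of the thymus library assigned to the lung library in the same lane as the source of most of these reads. An assigned share of the size of those 4 values is not excluded, and a likeness of lung and thymus was not tested.

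In liver, the named genes by sex were Monax4B021210, at 69.5 ± 17.7 CPM (SD, n = 3) in males and 0.0876 ± 0.115 (SD, n = 3) in females (log2 fold change 9.37, standard error 0.73, adjusted p = 0.0128, edgeR's quasi-likelihood test), and Monax4B041067, at 213 ± 51.0 and 0.369 ± 0.0868 (9.11, standard error 0.30, adjusted p = 0.000158). Higher in females was Monax4B000672, at 10.9 ± 8.07 against 0.0366 ± 0.00691 (-8.21, standard error 0.86, adjusted p = 0.0198), and Monax4B018851, with 0 counts in males (adjusted p = 0.0446). In spleen the same direction rests on low values. Monax4B041067 was there at 0.204 CPM in males and 0.199 in females. Monax4B021210 had 18 counts in male and 2 in female spleens, and Monax4B000672 had 0 and 4. Monax4B018851 had 0 counts in male and 84 in female spleens. In 1 fit of 3 tissues with the lane as a block none of the 4 named genes was called. Monax4B021210 was lost without F6852, Monax4B000672 without M4046 or M4075, and Monax4B018851 with any 1 animal left out.

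Monax4B010766, chosen after its values were seen, had 85.5 to 198 CPM in the 9 male libraries and 1.08 to 9.94 in the 11 female ones. It was the 1 gene with males at least 8 times above females without overlap in liver, kidney and spleen; of the 9 other splits of the 5 animals, 1 gave 2 such genes and 1 gave 1, so sex is not the split with most. Without the limit of 8 times, 308 genes did not overlap in any of the 3 tissues by sex, and 58 to 238 in the other splits; 10 splits cannot exclude chance. Female libraries in lanes with no male library had 1.36 to 2.25 CPM, which argues against reads of male libraries from the same lane as their source. Those that share a lane with a male library had 1.08 to 9.94 CPM, and a contribution of such reads there cannot be told apart from the gene's own level, since the tissues differ too. The lowest male level was 8.60 times the highest female one, and reads of a gene copy that only males carry cannot be told apart from 1 gene in both sexes without the sequence.

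Monax4B018851, Monax4B007298 and Monax4B039262, the last 2 named after their values were seen, had counts in all 11 female libraries and 0 in all 9 male ones, at least 150-fold, 151-fold and 76.1-fold lower at 3 counts over the male libraries, and 2 times less at 3 read pairs. At the pooled female level at least 228 counts, or 114 read pairs, would be due in the males, which argues against fewer counts there. The split by sex was 1 of 10 splits with as many such genes, the others giving 0, and 10 splits cannot exclude chance.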
